A study of Homo sapiens with 18 samples. Its data were reported in "Canonical androgen response element motifs are tumor suppressive regulatory elements in the prostate" (2024).

How the data were processed

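RNA-seq libraries came from RWPE1 cells, an established benign human prostate epithelial line, in which 1 of 3 tamoxifen-inducible constructs (MACCs) had been stably introduced. Each construct joins a DNA-binding domain that recognises androgen response elements (AREs) to the ERT2 hormone-binding domain and an effector. The neutral construct carries only an epitope tag, the repressive construct the KRAB domain and the activating construct the VP64 domain. Each line received ethanol vehicle or tamoxifen for 48 hours. The sample labels give the tamoxifen dose as 1.5 uM in the treatment field and as 1.25 uM in the protocol field, and this difference was not resolved. Together there were 18 libraries in 6 groups of 3 biological replicates, and all 18 were used.

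The authors aligned stranded mRNA libraries with the nf-core/rnaseq workflow (GRCh37 genome option) and quantified them with salmon. The deposited table holds expected counts, that is, salmon's estimated number of reads per gene, which are not scaled for depth or gene length. Of its values, 1.10% were not whole numbers, and all were rounded before testing. The table lists 57773 genes, of which 20212 had a count in some library. Total counts per library lay between 675609 and 792282, with a median of 755562. With a floor of 3 counts, this depth allows a gene with 0 counts in a library a level of up to 3.79 to 4.44 CPM. Such floors and the standard errors below cover counting error and the spread between libraries, and not errors of library preparation. The floors hold for counts as assigned to a gene. They do not bound its level if reads were counted on the opposite strand.

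Gene positions and exons were taken from the GENCODE annotation mapped to GRCh37, the build of the deposited table. By Ensembl gene identifier, 96.1% of the genes, holding 90.6% of all counts, were matched to it. Gene symbols are those of the deposited table. For every matched gene the exonic bases overlapped by exons of another gene on the opposite strand were counted. Most counts sit at genes with such an overlap (values in the results). The strandedness setting of the workflow is not stated. For this reason, the opposite-strand gene with the largest exon overlap is named beside each gene where there is one.

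Genes with at least 10 counts in at least 3 libraries were tested, which left 5816 genes holding 97.6% of all counts. One DESeq2 model (version 1.42.0, R 4.3.3) with a mean for each of the 6 groups was fitted to all 18 libraries, with median-of-ratios size factors, Wald tests and independent filtering. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. Independent filtering sets the adjusted p of low-count genes to missing, and the number that kept one is given for each comparison. Tamoxifen was compared with vehicle within each line. The difference of the tamoxifen effects between lines was tested as an interaction in the same model, and the vehicle-treated lines were compared with each other as a baseline. Log2 fold changes are unshrunken and are given with their standard error (SE), and group values are normalized counts given as mean ± SD.

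Genes are named by a rule. For each line it takes up to 5 genes that rose and up to 5 that fell with the largest absolute log2 fold change. They must have an adjusted p under 0.05, a mean normalized count of at least 50 over the libraries compared and no overlap between the tamoxifen and the vehicle values. The same rule, without the condition on overlap, was applied to the interactions of the repressive and the activating line with the neutral line. A fixed list of 18 further genes included ESR1, ZNF10, FKBP5, PER1, TSC22D3, ZBTB16, KLK3, TMPRSS2, MYC, MKI67, KRT5, KRT8, KRT14, KRT18, TP63 and CDKN1A. Fold changes of listed genes are printed only where the adjusted p over the list was under 0.05, a restriction made after the values were seen.

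The 7 gene lists were tested with the pre-ranked form of camera (limma 3.58.1) on the Wald statistics, two-sided, with a preset correlation between genes of 0.01. P-values were adjusted over the 7 lists of a comparison. The lists were S phase, G2/M phase, MYC targets, androgen response, luminal, basal and cholesterol synthesis genes. They were written from general knowledge in place of the database collections used in the study and are not identical to them. The shift of a list is the median log2 fold change of its members minus that of the other tested genes. For each library a list score was the mean over the members of z-scores of log2(normalized count + 1), compared between vehicle and tamoxifen with a two-sided exact permutation test (3 against 3, smallest possible p 0.1). Principal components used the 500 genes with the largest variance of log2(normalized count + 1). Agreement between lines was measured as a correlation of log2 fold changes across genes, and genes are not independent replicates.

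The comparisons, the gene lists, the naming rule and most alternative settings were fixed before the data were examined. These alternatives were edgeR 4.0.16 quasi-likelihood tests and limma-voom with TMM, total-count scaling, no filter on counts, a mean normalized count of at least 50, independent filtering switched off, models with only the compared libraries, an adjusted p under 0.01, an absolute log2 fold change above 1, the replicate number as a block, and leaving out each library in turn. For the lists they also included camera with an estimated correlation, the rotation test fry and edgeR statistics. List scores were recomputed with a pseudocount of 10, with total-count scaling, with a median in place of the mean and with well-counted members. A pair of settings was added after the opposite-strand counts had been seen. One keeps only genes with no opposite-strand exon overlap, and the other gives each gene's counts to the opposite-strand gene with the largest exon overlap. Lists of 35 glucocorticoid receptor targets, 48 interferon response genes and 53 squamous differentiation genes were also written after the data were examined.

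The pipeline was tested on simulated data of the same size. In the repressive line 200 genes, all with a mean normalized count of at least 50, were changed 2-fold. DESeq2 recovered 88.0% of them in that line, with 5.38% false calls, and 71.0% in the interaction with the neutral line. Without any simulated change it called 0 genes in that line and 1 in the interaction. A simulated rise of 0.5 in log2 of the basal list was recovered with a camera adjusted p of 1.24e-14. Recovery of single changed genes with lower counts was not simulated. Genes were drawn independently of each other, so the list result does not cover correlation between genes. No raw reads were processed, so alignment and strand assignment could not be redone. KRAB, VP64 and ERT2 sequences were not counted directly, since only annotated genes are in the table.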

Results

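Gene expression was measured by RNA-seq in RWPE1 cells carrying the neutral, the repressive or the activating MACC construct, each treated with vehicle or tamoxifen for 48 hours. Each of the 6 groups held 3 biological replicates. Total counts per library ranged from 675609 to 792282, and group means lay between 726409 ± 39782 (SD, n = 3) in the activating line with tamoxifen and 770889 ± 31207 (SD, n = 3) in the repressive line with vehicle. A count was present for 10595 to 11464 genes per library, and 3824 to 4485 genes reached 10 counts. No pair of replicates differed by as little as sampling noise, since chi-square divided by its degrees of freedom lay between 2.90 and 4.29 over the 18 pairs within groups, so each library was counted as 1 replicate. No sequencing batch or date is given in the labels.

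Most counts were placed at genes that another gene overlaps on the opposite strand. Such genes were 23.05% of those matched to the annotation and held 89.0% of the counts at matched genes. Of the 100 genes with the most counts, 95 had an opposite-strand exon overlap and 14 a same-strand overlap. The gene with the highest count was BEST1 (ENSG00000167995, chromosome 11, 61717535 to 61732987, plus strand, GRCh37), which lies opposite the ferritin gene FTH1 and took 7.98% of all counts, while FTH1 itself had a mean of 279 ± 82.8 counts (SD over the 18 libraries). In the same way a lncRNA opposite GAPDH (ENSG00000269968) had a mean of 27218 counts and GAPDH 328 ± 49.997. Of the 13 mitochondrial protein genes, 12 are transcribed from the heavy strand and MT-ND6 from the light strand. MT-ND6 held between 71.7% and 79.6% of their counts. Where an antisense lncRNA and a protein-coding gene overlap, the lncRNA had the higher mean in 752 of 1219 pairs (61.7%). Gene names are those of the table, or the Ensembl identifier for some clone-named lncRNAs, and the opposite-strand gene is named where exons overlap.

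**Figure D1:**
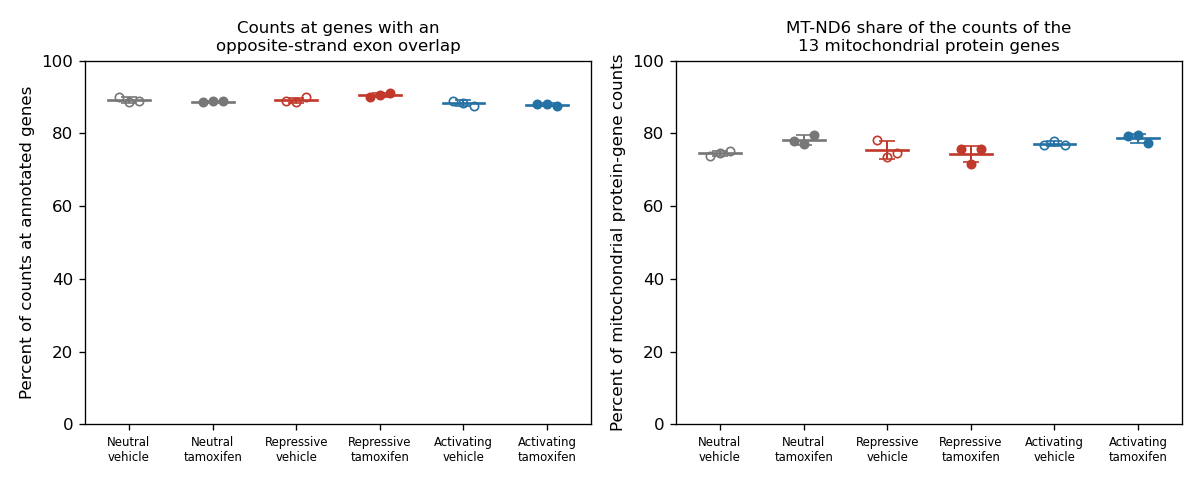
Percent of the counts at annotated genes that lie at genes with an opposite-strand exon overlap (left) and percent of mitochondrial protein-gene counts at MT-ND6 (right), for each of the 18 libraries by group, with points for libraries and bars for the mean ± SD (n = 3). The lowest library lies at 87.4% in the left panel and at 71.7% in the right panel.

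The construct-derived genes were examined as a check of the line labels. ZNF10 (ENSG00000256223), a source of KRAB domains, had between 2 and 16 counts in each of the 6 repressive libraries, 40 in total. It had 0 counts in each of the 12 neutral and activating libraries, which on the counts as assigned allows up to 4.41 CPM there. Against the floor of 3 counts its level in the repressive line was at least 2.22-fold higher. ESR1, whose hormone-binding domain is part of ERT2, had 303 counts summed over the 6 neutral libraries, 350 over the repressive and 210 over the activating ones. These genes tell the repressive line from the others and not the neutral from the activating line.

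The first principal component held 15.9% of the variance among the 500 most variable genes and separated the repressive line with tamoxifen from all other libraries. Its mean was 24.7 ± 1.63 (SD, n = 3) in that group, with a lowest library at 23.1, and the highest library of any other group was at 3.07. The repressive line with vehicle had a mean of 1.22 ± 1.66, and the other 4 groups had means between -7.20 and -5.32. With variance-stabilized values the component held 42.4% of the variance and the same group again lay apart, from 12.2 upwards against 0.69 at most elsewhere.

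**Figure D2:**
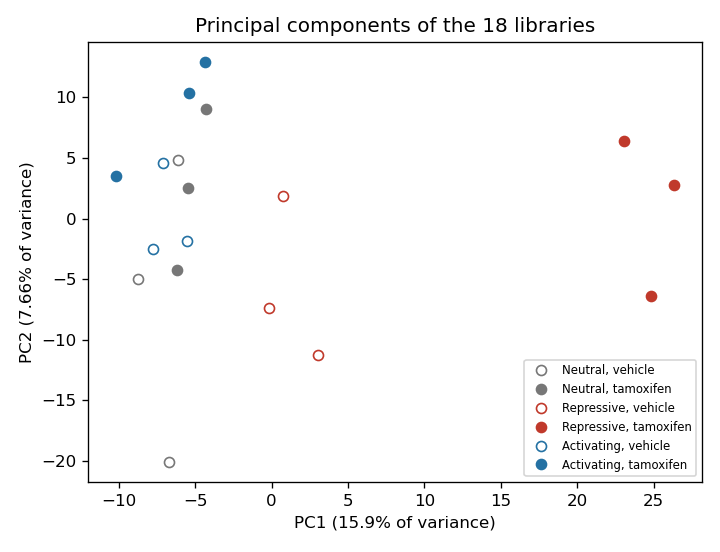
Scores of the 18 libraries on the first (x axis) and second (y axis) principal component of log2(normalized count + 1), 1 point per library, with open points for vehicle and filled points for tamoxifen. The 3 repressive libraries with tamoxifen lie at 23.1 or more on the x axis and all others at 3.07 or less.

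Tamoxifen was compared with vehicle within each line to find the genes that change when each construct is induced. With an adjusted p under 0.05 in DESeq2, 45 genes changed in the neutral line (19 higher, 26 lower), 561 in the repressive line (327 higher, 234 lower) and 163 in the activating line (78 higher, 85 lower). At an unadjusted p under 0.05 the counts were 451, 1147 and 605 of 5816 genes. After independent filtering 1193, 4575 and 1644 genes kept an adjusted p. The alternative that moved these counts most kept only the 1807 genes with no opposite-strand overlap, of which 1, 92 and 8 passed. An absolute log2 fold change above 1 was reached by 2 of the 45, 241 of the 561 and 21 of the 163 genes. In the neutral line 23 genes passed without replicate 3 of the tamoxifen group and 27 without its replicate 1. In the activating line 94 passed without replicate 3 of the tamoxifen group and 96 without replicate 2 of the vehicle group. The balance of directions in the repressive line depended on the scaling. Total-count scaling shifted the log2 fold changes of that line by a median of -0.13, and 230 of the 611 genes then called (37.6%) were higher, against 58.3% with median-of-ratios factors. Directions in that line are therefore relative to the typical gene. The opposite-overlap genes were 67.9% of the matched genes tested and 82.5%, 79.3% and 90.1% of the matched genes called in the neutral, repressive and activating line.

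**Figure D3:**
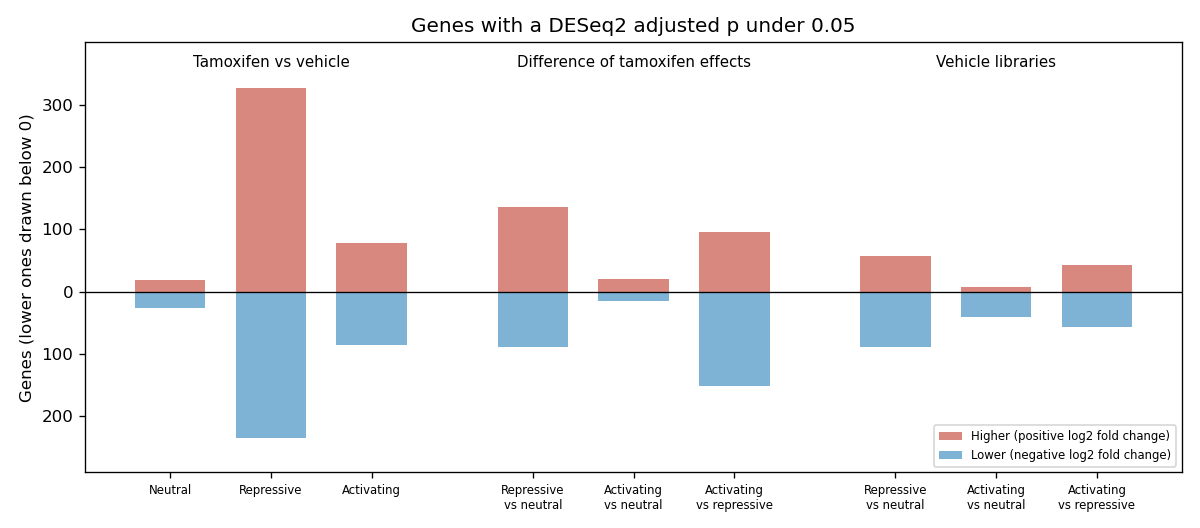
Number of genes with a DESeq2 adjusted p under 0.05 in each comparison (x axis), with genes that were higher drawn above 0 and genes that were lower drawn below 0 (y axis). The repressive line has 327 higher and 234 lower genes with tamoxifen under median-of-ratios scaling, and the share that is higher fell to 37.6% with total-count scaling.

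In the repressive line the named gene that rose most was C7orf49 (ENSG00000122783, chromosome 7, 134777115 to 134855547, GRCh37, opposite ENSG00000272941), from 11.3 ± 2.41 to 109 ± 16.6 normalized counts (mean ± SD, n = 3). Its log2 fold change was 3.26 (SE 0.40, DESeq2 adjusted p 4.86e-14). SERPINB11, with exons opposite SERPINB3, rose by 3.02 (SE 0.23, adjusted p 4.38e-38). RP11-706C16.8, opposite LY6D, rose by 2.82, AP001610.5, opposite MX1, by 2.68, and FGFBP1, with no opposite gene, by 2.64. The named gene that fell most was LTBR (ENSG00000111321, chromosome 12, 6484211 to 6500737, plus strand), whose exons overlap those of SCNN1A, from 657 ± 36.6 to 99.7 ± 13.5 normalized counts, a log2 fold change of -2.73 (SE 0.12, adjusted p 3.08e-109). CEBPD (ENSG00000221869, chromosome 8, 48649475 to 48650726), which no gene overlaps, fell by 2.28 (SE 0.26, adjusted p 1.21e-15). CTC-564N23.2 (opposite ZBED3), ENSG00000262429 (opposite CAMTA2) and RP11-154D6.1 (not matched to the annotation) had log2 fold changes between -1.72 and -1.58. All 10 stayed called when any 1 library was left out.

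In the neutral line the named genes that rose were TBPL1 (opposite SLC2A12), SPHK2 (opposite ENSG00000268093), USP24, ITGB4 and XXbac-BPG252P9.10 (opposite IER3), with log2 fold changes from 0.73 to 1.25. TBPL1 went from 31.1 ± 3.95 to 73.999 ± 8.80 normalized counts (n = 3, DESeq2 adjusted p 3.93e-04). The named genes that fell were ENSG00000259716, CEBPD, LTBR, RP4-734G22.3 (opposite CASZ1) and PCDHA11, with log2 fold changes from -0.95 to -0.71. ENSG00000259716, which was not matched to the annotation, went from 911 ± 12.6 to 470 ± 49.2 (adjusted p 4.59e-16), and LTBR from 511 ± 33.2 to 299 ± 3.26 (adjusted p 5.15e-12). The calls of SPHK2, XXbac-BPG252P9.10, CEBPD and PCDHA11 were lost with edgeR and, like that of ITGB4, without each of several single libraries. Without replicate 3 of the tamoxifen group the adjusted p of ITGB4 was 0.130, that of XXbac-BPG252P9.10 0.0798, that of CEBPD 0.091 and that of PCDHA11 0.324, and without its replicate 1 that of SPHK2 was 0.189. With the replicate number as a block that of PCDHA11 was 0.0522.

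In the activating line CTD-2636A23.2 (ENSG00000261604, chromosome 5, 43287703 to 43290941), whose 2497 exonic bases all lie opposite HMGCS1, rose most, from 199 ± 16.1 to 565 ± 113 normalized counts (n = 3). Its log2 fold change was 1.51 (SE 0.14, DESeq2 adjusted p 1.15e-24). NPB (opposite PCYT2), USP24, AC016773.1 and TBPL1 rose by 1.09 to 1.30. ENSG00000232358 (opposite KCNG1), DEAF1 (opposite EPS8L2), NOTCH1, L3MBTL2 (opposite L3MBTL2-AS1) and RP11-706C16.8 had log2 fold changes from -1.48 to -1.31. DEAF1 went from 488 ± 60.9 to 187 ± 38.4 (adjusted p 7.725e-09). The call of L3MBTL2 was lost without replicate 1 (adjusted p 0.0504) or 2 (0.0628) of the vehicle group or replicate 1 of the tamoxifen group (0.0552).

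**Figure D4:**
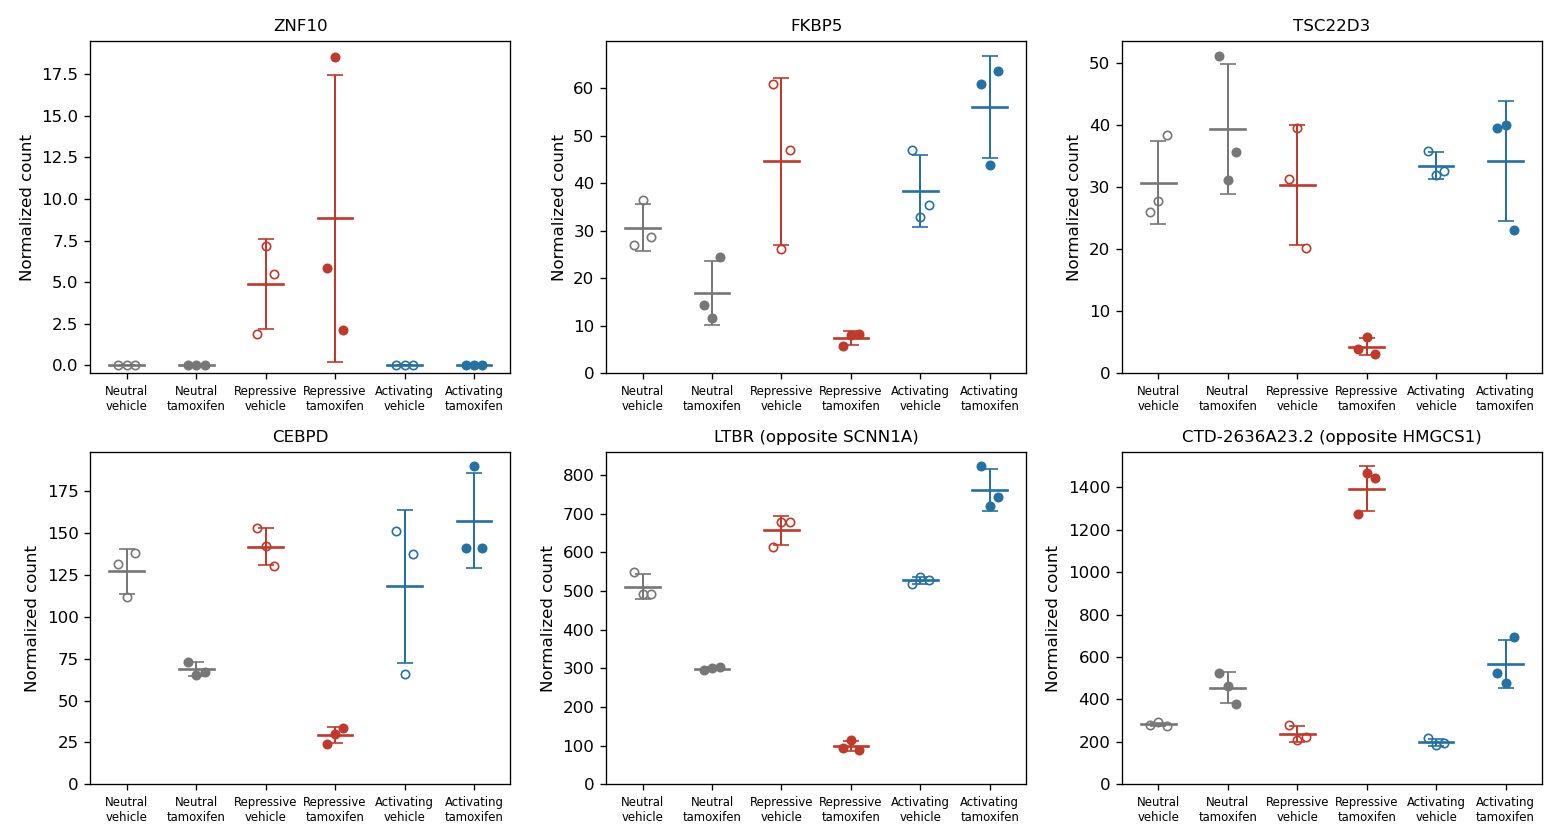
Normalized counts (y axis) of 6 genes in the 6 groups (x axis), 1 point per library, with a line for the mean and bars for ± SD (n = 3). In the repressive line LTBR fell from 657 to 99.7 with tamoxifen, and ZNF10 was 0 in every neutral and activating library.

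Of the 18 genes listed beforehand, 13 had enough counts to be tested. In the repressive line FKBP5, TSC22D3 and KRT5 passed over all genes, and 3 genes passed when adjusted over the list alone. FKBP5 (ENSG00000096060, no opposite gene) went from 44.6 ± 17.5 to 7.44 ± 1.41 normalized counts (n = 3), with a log2 fold change of -2.59 (SE 0.45, DESeq2 adjusted p 3.925e-07). TSC22D3 (opposite NCBP2L) went from 30.4 ± 9.69 to 4.28 ± 1.37, a log2 fold change of -2.85 (SE 0.53, adjusted p 3.02e-06). KRT5 rose by 0.43 (SE 0.11, adjusted p 0.0031) and was not called with total-count scaling or without replicate 3 of the vehicle group (adjusted p 0.0744). Over all genes KRT5 (0.37) and KRT14 (0.45) passed in the neutral line, and KRT8 (opposite KRT18, -0.26) and TP63 (1.44) joined them when adjusted over the list alone. In the activating line KRT8 (-0.33) and KRT14 (0.43) passed in both ways. The calls of KRT5 in the neutral line and of KRT14 in both lines were lost with edgeR and without each of several single libraries, and that of KRT5 also with the replicate number as a block (adjusted p 0.0708). Without replicate 3 of the neutral tamoxifen group the adjusted p was 0.308 for KRT5 and 0.268 for KRT14, and without replicate 2 of the activating vehicle group it was 0.156 for KRT14. KRT8 in the activating line had an adjusted p of 0.0557 without replicate 1 of the tamoxifen group. ZBTB16 (opposite ENSG00000289230), below the filter, had 5 to 7 counts with vehicle and at most 1 with tamoxifen in the repressive line, at least 2-fold lower. In the activating line it had at most 3 with vehicle and 6 to 9 with tamoxifen, at least 2.67-fold higher. KLK3 had 0 counts in all 18 libraries, and TMPRSS2 (opposite MX1) at most 2 in any library, so changes in these genes were not detectable in these counts. ESR1, PER1, MYC (opposite CASC11), MKI67, KRT18 (opposite KRT8) and CDKN1A (opposite DINOL) passed in no line.

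To separate the effector from binding and tamoxifen, the tamoxifen effect of each line was compared with that of the neutral line. Between the repressive and the neutral line 224 genes differed (136 higher, 88 lower in the repressive line; 808 at an unadjusted p under 0.05). Between the activating and the neutral line 36 differed (21 higher, 15 lower; 431 unadjusted), and between the activating and the repressive line 247 (95 higher, 152 lower; 778 unadjusted). Total-count scaling changed the share that was higher from 60.7% to 36.5% in the first and from 38.5% to 63.4% in the last of these comparisons. Among the genes named by the rule for this comparison, those with a larger effect in the repressive line were RP11-706C16.8 (3.50 in log2, SE 0.34, DESeq2 adjusted p 5.25e-22), AC019349.5 (opposite KRT13, 2.98), SERPINB11 (2.59), CTD-2047H16.4 (opposite RNF213, 2.32) and AP001610.5 (2.06). LTBR (-1.95, SE 0.16, adjusted p 1.41e-32), RP11-154D6.1, ENSG00000232358, NUPR1 and ENSG00000262429 (-1.44) differed in the other direction. Of the listed genes TSC22D3 differed (-3.20, SE 0.64, adjusted p 3.10e-05), and FKBP5 (-1.72) only when adjusted over the list alone, where 2 genes passed. Without replicate 2 of the repressive vehicle group TSC22D3 (-2.96) and AP001610.5 (2.39) were left without an adjusted p by independent filtering, and without replicate 2 of the neutral tamoxifen group FKBP5 passed over all genes (adjusted p 0.0327), as it did with total-count scaling (-1.85, adjusted p 0.0282). For the activating line the named differences were AC016773.1 (1.82), CEBPD (1.30), LTBR (1.30, SE 0.14, adjusted p 1.04e-18), SLC46A1 (opposite SARM1) and ZSWIM8-AS1 (opposite ZSWIM8) upwards. ENSG00000232358 (-1.57), DEAF1 (-1.53), NUP62 (opposite ATF5), NUPR1 and CEBPB (opposite CEBPB-AS1, -1.07) went downwards. The calls of NUPR1, SLC46A1 and ZSWIM8-AS1 in this comparison were lost with edgeR. Leaving out single libraries raised the adjusted p to at most 0.1918 for NUPR1 (without replicate 2 of the activating vehicle group), 0.1325 for ZSWIM8-AS1 and 0.0636 for ENSG00000232358 (both without replicate 3 of the activating tamoxifen group). The last had 0.0551 without replicate 2 of the neutral tamoxifen group. Without replicate 2 of the neutral vehicle group SLC46A1 (1.13), AC016773.1 (1.40) and ENSG00000232358 (-1.54) had no adjusted p. No listed gene passed for the activating line, over all genes or when adjusted over the list alone (0 genes), with 1 gene, FKBP5, at an unadjusted p under 0.05 and the smallest list-adjusted p at 0.0797.

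Across all 5816 genes the tamoxifen effects of the lines were weakly correlated, with Pearson r of 0.0796 (Spearman 0.0901) for neutral and repressive, 0.0526 (0.0665) for neutral and activating and 0.0839 (0.105) for repressive and activating. Genes are not independent replicates, and no p is given. For the 1462 genes with a mean normalized count of at least 50, Pearson r was 0.250, 0.227 and 0.224. The neutral and repressive lines shared 28 called genes, where 13.6 were expected from the numbers called, and 26 of them changed in the same direction. The neutral and activating lines shared 21 (5.47 expected, 18 in the same direction), and the repressive and activating lines 84 (41.2 expected, 66 in the same direction). In all 3 lines 14 genes were called, 11 of them in 1 direction, among them TBPL1, USP24 and CTD-2636A23.2, while LTBR, BEST1 and RP11-611O2.5 changed direction between lines.

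The vehicle-treated lines were compared with each other to show how far they differ before induction. Between the repressive and the neutral line 146 genes differed (58 higher, 88 lower; 607 at an unadjusted p under 0.05), between the activating and the repressive line 100 (43 higher, 57 lower; 587 unadjusted), and between the activating and the neutral line 47 (7 higher, 40 lower). With total-count scaling the share that was higher rose from 39.7% to 54.1% between the repressive and the neutral line and from 14.9% to 37.9% between the activating and the neutral line. The last count was the least stable. It was 4 with edgeR, 8 without independent filtering, which had left 517 genes with an adjusted p, 2 without replicate 3 of the activating line, 16 without either replicate 1 or replicate 2 of the neutral line, and 31 without replicate 3 of the neutral or replicate 2 of the activating line. Between the activating and the repressive line 65 genes passed without replicate 3 of the activating line. With an absolute log2 fold change above 1 the count between the activating and the neutral line was 0, with 413 genes at an unadjusted p under 0.05.

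The study asked whether induction changes proliferation, MYC target, luminal and basal programmes, which the 7 lists address. The basal list rose in the neutral line (median shift 0.40 in log2, 22 of 27 members higher, camera adjusted p 1.425e-04) and in the repressive line (0.45, 21 of 27, adjusted p 0.0325). In the interaction of these lines its shift was 0.060 (adjusted p 0.7895). Both calls were lost when the correlation between genes was estimated from the data (adjusted p 0.316 and 0.354), and with fry the call of the repressive line held and that of the neutral line did not (adjusted p 0.128). Over all alternatives its adjusted p lay between 3.01e-05 and 0.736 in the neutral line and between 0.0012 and 0.581 in the repressive line, where it was 0.224 without replicate 3 of the vehicle group (shift 0.28) and 0.19 without replicate 1 of the tamoxifen group (0.42). MYC targets fell in the repressive line (shift -0.58, 3 of 23 higher, adjusted p 0.073) and the cholesterol synthesis list rose in the activating line (0.74, 8 of 11 higher, adjusted p 0.0894), neither past the threshold. Over the alternatives these adjusted p lay between 7.73e-04 and 0.937 for MYC targets and between 8.54e-21 and 0.595 for cholesterol synthesis. MYC targets passed without replicate 2 of the repressive vehicle group (0.0227) or of the tamoxifen group (0.043), and cholesterol synthesis without replicate 1 of the activating vehicle group (0.0366). Cholesterol synthesis passed in the neutral line without replicate 3 of the vehicle group (0.0294). The other lists had an adjusted p of at least 0.253 within the lines. Of the interactions, the lists were tested only for those with the neutral line, and no list passed there. The smallest adjusted p was 0.0716 for the basal list between the activating and the neutral line (shift -0.38, range over alternatives 0.0148 to 0.645). That list passed without replicate 2 of the neutral tamoxifen group (0.0224), replicate 1 of the activating vehicle group (0.0365) or replicate 3 of the activating tamoxifen group (0.0292). Low counts limited the lists, since 11 of 44 S phase genes, 20 of 53 G2/M genes and 11 of 32 luminal genes could be tested, against 27 of 33 basal genes.

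Giving each gene's counts to the gene on its opposite strand left 3635 genes to test and changed the lists. This setting was chosen after the opposite-strand counts had been seen. The cholesterol synthesis list, with 5 members, then rose in the neutral (shift 0.69, 5 of 5 higher, camera adjusted p 1.36e-10), the repressive (1.17, 5 of 5, 2.11e-17) and the activating line (0.94, 5 of 5, 8.54e-21). Its rise was larger in the repressive than in the neutral line (0.36, adjusted p 9.42e-06) and in the activating than in the neutral line (0.47, adjusted p 0.0059). Over all alternatives the adjusted p of this list reached 0.880, 0.553 and 0.595 in the 3 lines and 0.993 and 0.959 in the 2 interactions. HMGCS1 counted in this way rose by 0.69, 2.55 and 1.51 in the neutral, repressive and activating line. MYC targets fell in the repressive line (-0.50, 3 of 12 higher, adjusted p 7.73e-04) and more than in the neutral line (-0.38, adjusted p 0.0293, up to 0.9885 over the alternatives). On these counts the luminal list had 6 members and passed in no line.

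**Figure D5:**
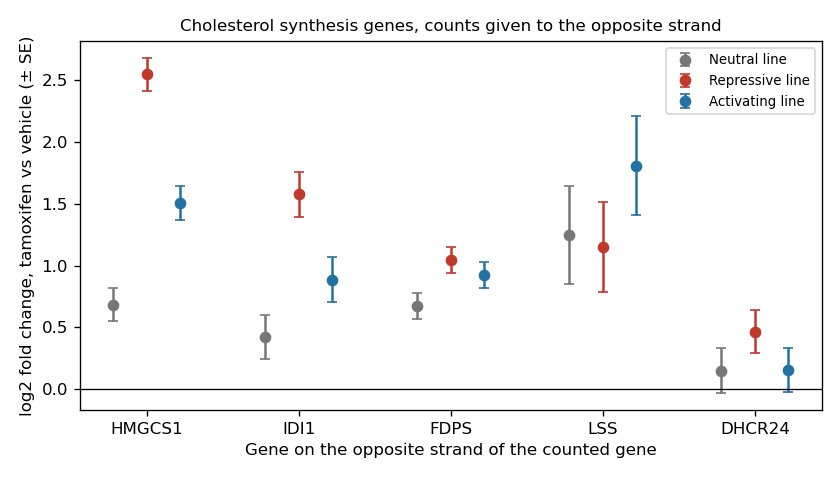
Log2 fold change of tamoxifen against vehicle (y axis, bars for ± SE) for the 5 cholesterol synthesis genes with counts given to the opposite-strand gene (x axis), in the 3 lines. HMGCS1 rose by 0.69 in the neutral, 2.55 in the repressive and 1.51 in the activating line.

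Scores per library gave no difference past the threshold, as 3 libraries against 3 allow no exact permutation p below 0.1. In 3 of the 21 tests that smallest p was reached. The basal score rose from -0.42 ± 0.080 to 0.20 ± 0.17 in the neutral line, the MYC target score fell from 0.37 ± 0.35 to -0.56 ± 0.095 in the repressive line, and the cholesterol synthesis score rose from -0.37 ± 0.33 to 0.41 ± 0.22 in the activating line (mean ± SD, 3 libraries each, two-sided). After adjustment over the 21 tests each had a p of 0.467. In the repressive line the luminal score went from 0.39 ± 0.26 to 0.12 ± 0.20 (exact p 0.3) and the basal score from -0.20 ± 0.50 to 0.42 ± 0.41 (exact p 0.3).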

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

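The tests against mislabelling and against a response to tamoxifen itself were chosen only after the results were seen, as were the breakdown of the splits by line and the tests on library size, GC content, gene length and abundant genes, whose own values had not been seen, while the tests on other splits were chosen before.

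The tamoxifen effect differed between lines for 224 genes (repressive against neutral), 36 genes (activating against neutral) and 247 genes (activating against repressive) in tests of the difference itself. Repeating the fits with vehicle and tamoxifen labels exchanged within the lines gave as many genes in 5 of 40 splits for the first, 1 of 40 for the second and 1 of 40 for the third, the real split included. For the first comparison other splits therefore gave as many genes in more than 5% of cases. The 4 other splits as large all kept the true labels of the repressive line and gave 225 to 273 genes, and the 32 splits that kept the labels of neither line gave at most 1. The real labels of the neutral line thus gave no more genes than other labels of that line did. Between the activating and the neutral line, the 4 splits that kept the labels of the activating line gave 30 to 35 genes, and between the activating and the repressive line the 2 that kept those of the repressive line gave 203 to 216.

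More genes changed with tamoxifen in the repressive line than in the neutral line (561 against 45). Thinning all libraries to the same total left 541 against 43, so library size does not account for the difference. Removing a GC trend from each library left 550 against 46, and removing a gene length trend left 535 against 37. Without the 10 genes with the most counts, and with total-count scaling, there were 587 against 52. A wrong line label is argued against by ZNF10, with 40 counts over the 6 repressive libraries and 0 over the other 12, although ZNF10 cannot show an exchange of the neutral and activating lines. A response to tamoxifen itself, equal in both lines, is argued against by the 224 genes of the interaction. Among the open explanations is the design's own difference, the KRAB domain. A difference between the lines that arose before treatment, such as clonal or culture differences, also stays open, since each construct was carried by 1 line and 146 genes differed between these lines with vehicle. An effect of the KRAB domain is a hypothesis that these data may fit but that was found and tested on the same libraries.

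The named genes whose tamoxifen effect was higher in the repressive than in the neutral line, in log2, were RP11-706C16.8 (3.50), AC019349.5 (2.98), SERPINB11 (2.59), CTD-2047H16.4 (2.32), C7orf49 (2.23), AP001610.5 (2.06), CTD-2636A23.2 (1.86), FGFBP1 (1.77), ZSWIM8-AS1 (0.97), ENSG00000259716 (0.96) and RP4-734G22.3 (0.96). Those lower were TSC22D3 (-3.20), LTBR (-1.95), RP11-154D6.1 (-1.78), ENSG00000232358 (-1.70), AC016773.1 (-1.67), NUPR1 (-1.47), ENSG00000262429 (-1.44), CEBPD (-1.39) and CTC-564N23.2 (-1.34). Total-count scaling moved all genes of this comparison by a median of -0.13, less than each of these values.

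In the activating against the neutral line the effect was higher for AC016773.1 (1.82), CEBPD (1.30), LTBR (1.30), SLC46A1 (1.22), ZSWIM8-AS1 (1.196), CTD-2636A23.2 (0.82), RP4-734G22.3 (0.73) and ENSG00000259716 (0.56). It was lower for ENSG00000232358 (-1.57), DEAF1 (-1.53), NUP62 (-1.18), NUPR1 (-1.12) and CEBPB (-1.07). AC016773.1, LTBR and CEBPD had the opposite sign in the other interaction. For most of these genes another gene overlaps on the opposite strand, and MT-ND6 held at least 71.7% of the mitochondrial protein-gene counts in every library, so the changes may belong to the opposite-strand gene. No GC, length or library-size test was run for single genes, and no other biological explanation was tested for them.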

How the results depend on the processing

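The restriction to genes with no opposite-strand overlap and the giving of counts to the opposite-strand gene were chosen only after the opposite-strand counts were seen. So was the use of the median shift as the direction of a list, made after the set test's own direction was seen to disagree with it for some lists. All other alternatives were chosen before.

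Gene counts. Under alternatives other than leaving out libraries, 64 counts stayed within 1.5 times the reported one and 41 moved. With an adjusted p under 0.01 there were 21 genes in the neutral line, 91 in the activating line, 128 for repressive against neutral, 19 for activating against neutral and 150 for activating against repressive. Between vehicle-treated lines there were 92 (repressive against neutral), 17 (activating against neutral) and 60 (activating against repressive). With an absolute log2 fold change above 1 the counts were 2, 241 and 21 for tamoxifen in the neutral, repressive and activating line, 104, 12 and 136 for the interactions in the order above, and 46, 0 and 30 for the vehicle-treated lines. With only the 1807 genes with no opposite-strand overlap they were 1, 92 and 8, then 23, 1 and 38, then 11, 0 and 8. For the counts of 0, 413 of all genes and 96 of the 1807 had an unadjusted p under 0.05. These settings lower the counts by construction, since they ask for more or test fewer genes.

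With edgeR there were 22 genes in the neutral line, 102 in the activating line, 17 for activating against neutral and 4 between these lines with vehicle. With limma-voom there were 18 in the neutral line, 19 for activating against neutral, and 94 (repressive against neutral) and 7 (activating against neutral) with vehicle. Without independent filtering 26, 22 and 8 genes passed in the neutral line, for activating against neutral and between these lines with vehicle. The last count was 29 with total-count scaling and 30 with a mean normalized count of at least 50. With only the libraries compared, 57 genes differed between the activating and the repressive line with vehicle, where 4432 genes were tested and fewer libraries used. The cause was not tested for the others.

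The replicate numbers are shared between groups, but nothing in the labels says that they mark a common batch. Residuals of libraries with the same number correlated between -0.30 and 0.14, and those with different numbers between -0.16 and 0.18. As a replicate block over all libraries the number gave 39, 538 and 134 genes in the neutral, repressive and activating line. As a replicate block within each line it gave 33, 441 and 101, the last of which moved, with fewer residual degrees of freedom. The block over all libraries reversed the shifts of the G2/M (-0.0258) and cholesterol synthesis (0.079) lists for activating against neutral, neither past the threshold.

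Leaving out 1 library gave 23 to 36 genes in the neutral line (23 without replicate 3 and 27 without replicate 1 of the tamoxifen group) and 94 to 129 in the activating line (94 without replicate 3 of the tamoxifen group, 96 without replicate 2 of the vehicle group). Between the vehicle-treated lines it gave 2 to 53 for activating against neutral (2 without replicate 3 of the activating line, 16 without replicate 1 or 2 of the neutral line, 31 without its replicate 3 or replicate 2 of the activating line) and 65 to 106 for activating against repressive (65 without replicate 3 of the activating line). Fewer libraries were used in each. The other 62 such counts stayed within 1.5 times, and 442 to 501 genes passed in the repressive line, of which 414 to 448 were among the 561.

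Lists. Under alternatives other than leaving out libraries, 217 values kept their direction and side of the threshold, 36 reversed, 11 became stronger and 6 weaker. With the correlation estimated from the data the basal list no longer passed in the neutral (0.38) and repressive line (0.47). The shifts of G2/M (-0.0362) and cholesterol synthesis (0.23) for activating against neutral and of androgen response in the activating line (-0.0132) reversed. With fry the same values reversed, the basal list no longer passed in the neutral line (0.38), and MYC targets in the repressive line (-0.64) and S phase for activating against neutral (0.55) now passed. With total-count scaling the basal list did not pass in the repressive line (0.45). The cause was not tested.

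With a mean normalized count of at least 50 the S phase and cholesterol synthesis lists had too few members and gave no value. In the neutral line MYC targets (0.15), androgen response (-0.13) and luminal (-0.0499) reversed, and in the activating line androgen response (-0.0654), luminal (-0.27) and basal (-0.0105). So did androgen response for repressive against neutral (0.0906) and, for activating against neutral, G2/M (-0.0019) and MYC targets (-0.14). The basal list passed for activating against neutral (-0.49) and no longer in the repressive line (0.42). Fewer members were tested.

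With only genes with no opposite-strand overlap the reversed shifts were androgen response (0.12) and luminal (0.51) in the repressive line, G2/M in the activating line (-0.17), S phase (0.44) and luminal (0.31) for repressive against neutral and G2/M for activating against neutral (-0.12). MYC targets (-0.60) and cholesterol synthesis (1.50) passed in the repressive line. Fewer members were tested.

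With counts given to the opposite-strand gene the reversed shifts were S phase (0.13) and luminal (-0.24) in the neutral line, G2/M (0.0557), androgen response (0.27) and luminal (0.12) in the repressive line, and G2/M (-0.11) and basal (-0.26) in the activating line. For repressive against neutral they were androgen response (0.27) and luminal (0.16), and for activating against neutral G2/M (-0.16), androgen response (0.35), luminal (0.27) and cholesterol synthesis (0.47). Cholesterol synthesis passed in the neutral (0.69), repressive (1.17) and activating line (0.94) and for repressive against neutral (0.36) and activating against neutral (the reversed 0.47), and MYC targets in the repressive line (-0.50) and for repressive against neutral (-0.38). The basal list no longer passed in the neutral line (0.0607). The members counted differ by construction.

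Leaving out 1 library reversed 36 list values, made 7 stronger and 2 weaker, and left 249 on their side. The calls and the libraries behind them are given with the results. For the neutral line androgen response ranged from -0.0166 to 0.22 and cholesterol synthesis from 0.24 to 0.58. In the repressive line the ranges were -0.30 to 0.0936 (S phase), -0.25 to 0.0572 (G2/M), -0.83 to -0.54 (MYC targets), -0.39 to 0.0649 (luminal) and 0.28 to 0.52 (basal). In the activating line they were -0.12 to 0.0318 (MYC targets), -0.14 to 0.0686 (androgen response), -0.23 to 0.33 (luminal) and 0.33 to 0.94 (cholesterol synthesis). For repressive against neutral they were -0.31 to 0.28 (S phase), -0.27 to 0.0248 (G2/M), -0.42 to 0.0278 (luminal), -0.23 to 0.19 (basal) and -0.0415 to 0.63 (cholesterol synthesis). For activating against neutral they were -0.12 to 0.21 (G2/M), -0.0376 to 0.19 (MYC targets), -0.48 to -0.22 (basal) and -0.18 to 0.54 (cholesterol synthesis). Fewer libraries were used.

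Under the alternatives 72 differences in list scores kept their direction and 6 reversed. With members of a mean normalized count of at least 50 the score differences of MYC targets (0.51), androgen response (-0.55) and luminal (-0.31) in the neutral line, androgen response in the repressive line (0.10) and luminal (-1.15) and basal (-0.11) in the activating line reversed. Fewer members were scored.

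For the similarity of the libraries, the first principal component held 13.99% of the variance with all genes and 42.4% with variance-stabilized values, and the correlations between lines were 0.250 (neutral and repressive), 0.227 (neutral and activating) and 0.224 (repressive and activating) for genes with a mean normalized count of at least 50. ESR1 in the activating line with tamoxifen was 37.7 with total-count scaling. The cause was not tested. The 17 other such values stayed within their spread. Of the values of named genes 168 stayed on their side of the threshold, 13 became weaker and 2 stronger. With 1 library left out 446 stayed, 51 became weaker and 1 stronger. None reversed.

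Depth limits the low-count genes. The median SE of a log2 fold change in the neutral line was 0.52 over all genes tested and 0.19 over those with a mean normalized count of at least 50.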

Other observations

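The tests on strand in the counts, on neighbouring genes and on the glucocorticoid, squamous, interferon and HMGCS1 patterns were chosen only after the result was seen, while the tests on the cholesterol synthesis list as deposited and on other splits were chosen before.

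For each comparison of 3 libraries with 3, all 10 splits of the 6 libraries were fitted. The real split alone gave as many genes, so 1 of 10 splits did so for tamoxifen in the neutral, the repressive and the activating line and for the vehicle-treated lines, repressive against neutral, activating against neutral and activating against repressive. The other splits gave at most 2 genes. With 10 splits the share cannot fall below 0.1, so these groupings and chance cannot be told apart by this count.

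Most counts lie at genes that another gene overlaps on the opposite strand. MT-ND6, the light-strand gene, held at least 71.7% of the mitochondrial protein-gene counts in every library. In 61.7% of pairs the antisense lncRNA held more counts than the protein-coding gene, which antisense transcription in the cells would also give, so by this share the explanations cannot be told apart. Own-strand mean counts were 118 for ACTB and 121 for RPLP0, which no gene overlaps, and 328 for GAPDH against 27218 opposite it. Antisense transcription added to high sense levels would not give such low counts, but no table holds the level that these genes have in these cells. A candidate explanation is that reads were counted on the strand opposite to their transcripts, for example through a strandedness setting. Counts at genes with no opposite gene, ACTB and RPLP0 among them, would then also leave out most reads of their transcripts. Restricting tests to such genes would not remove this. The tamoxifen changes of genes also followed those of the residual counts of their opposite neighbours. In the repressive line Spearman's rho across 630 pairs was 0.279, and the highest of 1000 draws of random partners was 0.154. In the neutral line rho was 0.113 (5 draws as high) and in the activating line 0.0674 (49 draws as high). Neighbours that change together in the cells would also give a positive rho, and random partners do not remove this. By rho the explanations therefore cannot be told apart either. Genes are not independent replicates. The reads themselves were not examined.

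FKBP5 and TSC22D3 fell with tamoxifen in the repressive line. Of a list of 35 glucocorticoid receptor targets, 0 members could be tested on counts given to the opposite-strand gene, which leaves that test open. Among genes with no opposite-strand overlap 12 members could be tested, FKBP5 and TSC22D3 not among them. They fell in the repressive line (shift -1.36, 2 of 12 higher, adjusted p 9.64e-04) and rose in the activating line (0.89, 8 of 12 higher, adjusted p 0.0019), and both interactions with the neutral line passed (adjusted p 0.012 and 0.0012). Repression of glucocorticoid receptor targets by the repressive construct may account for the pattern. The list was written after the fall was seen.

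Counts opposite KRT13, SERPINB3 and LY6D rose with tamoxifen in the repressive line. A list of 53 squamous differentiation genes, without these genes, had 5 members on counts given to the opposite-strand gene, and 5 of 5 rose (camera adjusted p 0.0178). Only 2 of the 5, KLK10 and OVOL1, passed as single genes. Between the repressive and the neutral line the list did not pass (adjusted p 0.0789). Among genes with no opposite-strand overlap 9 of 11 rose in the repressive line (shift 0.79, adjusted p 8.13e-04), and the interaction with the neutral line did not pass (adjusted p 0.0753). Squamous differentiation is a candidate explanation, and a difference of the list from the neutral line was not shown. The counts opposite KRT13, SERPINB3 and LY6D, which the list leaves out, did rise more than in the neutral line. These differences were 2.98, 2.59 and 3.50 in log2 (DESeq2 adjusted p at most 3.164e-12).

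Counts opposite HLA genes rose with tamoxifen in the repressive line. XXbac-BPG248L24.12, opposite HLA-B, rose by 1.74 (SE 0.074, DESeq2 adjusted p 5.56e-117). This gene was picked after its values were seen. A list of 48 interferon response genes, without MX1, had 3 members on counts given to the opposite-strand gene, and 3 of 3 rose (camera adjusted p 8.04e-05). Of these, TAP1 had a mean of 529 counts and rose by 1.29 (SE 0.10, DESeq2 adjusted p 2.65e-35). IRF1 and DTX3L had means of 6 and 5.39 counts and no adjusted p, so the result of these 3 members rests largely on TAP1. Among genes with no opposite-strand overlap 11 of 11 rose (adjusted p 5.13e-05), and the interaction with the neutral line passed on both counts (adjusted p 0.0056 and 0.012). An interferon response may account for the rise, and whether it follows from the construct, its integration or culture was not tested.

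Counts opposite HMGCS1 rose with tamoxifen in all 3 lines. A response to tamoxifen itself, equal in each line, is argued against by the interaction of the repressive with the neutral line (1.86, adjusted p 1.31e-19). The cholesterol synthesis list without HMGCS1 and FDPS, with 3 members on counts given to the opposite-strand gene, rose in all 3 lines with an adjusted p of at most 0.0051. Its interactions with the neutral line did not pass (adjusted p 0.0789 and 0.469). On the counts as deposited the full list passed in no line with the main settings (lowest adjusted p over the 3 lines 0.0894). That test leaves no change of the list to explain, so it bears neither for nor against a response to tamoxifen. Among genes with no opposite-strand overlap the list had 4 members. It passed in the repressive line (shift 1.50, adjusted p 0.0162) and not in the neutral (0.88, adjusted p 0.112) or activating line (0.41, adjusted p 0.527). Neither interaction with the neutral line passed there (adjusted p 0.354 and 0.641, the second with a shift of -0.04). Induction of cholesterol synthesis by tamoxifen may account for the rise. A larger rise with an effector was not shown for the list without HMGCS1 and FDPS.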
